# A role for GLUT3 in glioblastoma cell invasion that is not recapitulated by GLUT1

**DOI:** 10.1080/19336918.2021.1903684

**Published:** 2021-04-12

**Authors:** Catherine J Libby, Sajina Gc, Gloria A. Benavides, Jennifer L. Fisher, Sarah E. Williford, Sixue Zhang, Anh Nhat Tran, Emily R. Gordon, Amber B. Jones, Kaysaw Tuy, William Flavahan, Juan Gordillo, Ashlee Long, Sara J. Cooper, Brittany N. Lasseigne, Corinne E. Augelli-Szafran, Victor Darley-Usmar, Anita B. Hjelmeland

**Keywords:** Glucose transporter, glioblastoma, invasion, metabolism

## Abstract

The multifaceted roles of metabolism in invasion have been investigated across many cancers. The brain tumor glioblastoma (GBM) is a highly invasive and metabolically plastic tumor with an inevitable recurrence. The neuronal glucose transporter 3 (GLUT3) was previously reported to correlate with poor glioma patient survival and be upregulated in GBM cells to promote therapeutic resistance and survival under restricted glucose conditions. It has been suggested that the increased glucose uptake mediated by GLUT3 elevation promotes survival of circulating tumor cells to facilitate metastasis. Here we suggest a more direct role for GLUT3 in promoting invasion that is not dependent upon changes in cell survival or metabolism. Analysis of glioma datasets demonstrated that GLUT3, but not GLUT1, expression was elevated in invasive disease. In human xenograft derived GBM cells, GLUT3, but not GLUT1, elevation significantly increased invasion in transwell assays, but not growth or migration. Further, there were no changes in glycolytic metabolism that correlated with invasive phenotypes. We identified the GLUT3 C-terminus as mediating invasion: substituting the C-terminus of GLUT1 for that of GLUT3 reduced invasion. RNA-seq analysis indicated changes in extracellular matrix organization in GLUT3 overexpressing cells, including upregulation of osteopontin. Together, our data suggest a role for GLUT3 in increasing tumor cell invasion that is not recapitulated by GLUT1, is separate from its role in metabolism and survival as a glucose transporter, and is likely broadly applicable since GLUT3 expression correlates with metastasis in many solid tumors.

## Introduction

Altered metabolism is a hallmark of cancer [1] and has been implicated in the regulation of cancer invasion and metastasis [2–6]. One highly invasive and metabolically plastic tumor type is glioblastoma (GBM). Glioblastoma is the most common primary malignant adult brain tumor with a propensity to invade into the surrounding brain [7–10]. The invasive nature of this disease leads to recurrence, which is often within centimeters of the original tumor site, and ultimately death in nearly all patients [5,9,11,12]. The invasive nature of GBM makes it an incredibly difficult tumor to treat: these tumor cells invading normal brain cannot be removed by surgical resection and do not readily respond to current therapies. Improved understanding of the mechanisms of invasion and metabolism, as well as the links between them, in tumor growth, maintenance, and spread is likely to lead to novel treatments that will ultimately extend patient life expectancy.

The glycolytic shift of tumor cells is known to involve the SLC2A family of glucose transporters (GLUT) [13–16]. In the brain, glucose transporter 3 (GLUT3) is recognized as the neuronal glucose transporter, and glucose transporter 1 (GLUT1), is important for glucose uptake in astrocytes and the transport of glucose across the blood brain barrier [14,17–19]. GLUT1 is also ubiquitously expressed throughout the body. Differences in tissue expression between GLUT3 and GLUT1 may correlate with differential requirements for energy: GLUT3 has a five-fold higher affinity for glucose compared to GLUT1, allowing for preferential glucose uptake in environments with lower glucose concentrations [14,20]. Indeed, elevation of GLUT3 in subsets of less differentiated, highly metabolically plastic GBM cells called brain tumor initiating cells (BTICs) promotes survival in restricted glucose [2,21]. BTICs have also previously been reported to be more invasive than more differentiated cells within GBM tumors [22,23]. GLUT3 expression was also elevated in bevacizumab-resistant cells [24], and bevacizumab resistance is associated with a shift in metabolism, as well as a more invasive and mesenchymal-like phenotype [5,25–28]. However, a direct role for GLUT3 in modulating GBM invasion has not yet been reported.

Epithelial to mesenchymal transition and metastatic disease has been correlated with GLUT3 expression in other solid tumors such as those of the breast [29,30], liver [31], and lung [32]. Recently published papers demonstrated that GLUT3 was elevated in circulating tumor cells that have a propensity to target the brain [29] and that GLUT3 was necessary for their survival within the brain [30]. Further reports have linked GLUT3-YAP signaling to colon cancer metastasis [33], a pathway that is of conserved importance in some subsets of GBM cells [34]. Importantly, the data suggest that glycolytic shift/elevated glucose uptake mediated by GLUT3 increase circulating tumor cell survival which in turn promotes metastasis. High GLUT3 expression positively correlated with an increased incidence of metastasis in breast and head and neck cancers [35]. Furthermore, lower levels of GLUT3 correlated with a longer duration of metastasis-free survival in breast and head and neck cancers [36]. Through the use of publicly available data sets, we also observed a significant increase in GLUT3 expression in metastatic ovarian, head and neck, and colon cancers compared to primary tumors (Supplementary Figure 1) [37,38]. While these data suggest a role for GLUT3 in invasion and metastasis, a direct role for GLUT3 in invasion independent of pro-survival effects has yet to be investigated. Through our study, we have determined that GLUT3 has a role in mediating glioma invasion, outside of its role in metabolism, that is mediated by the C-terminal end of the protein.

**Figure 1.**
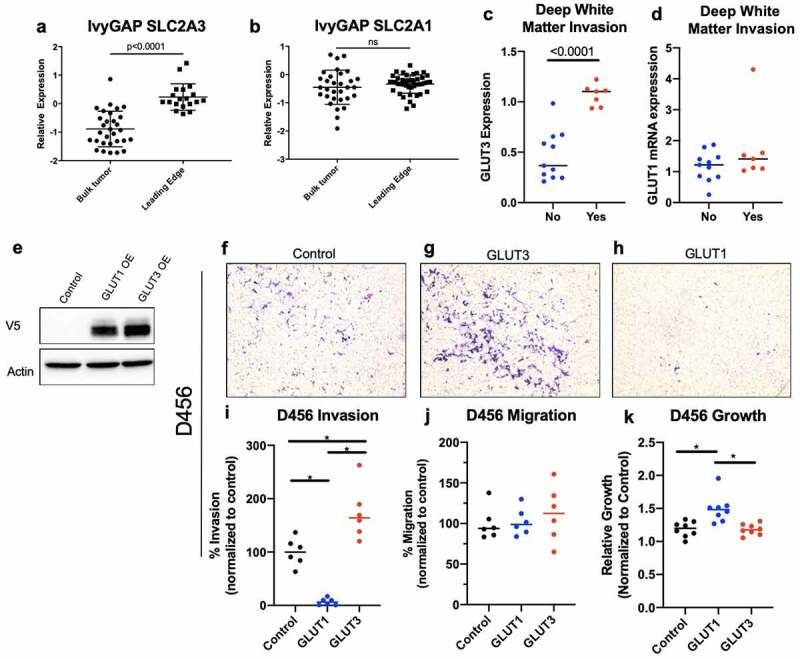
Increased GLUT3 expression correlates with increased GBM invasion in 0456 GBM cells

## Results

### GLUT3 is elevated in invasive GBM cells

We previously reported that GLUT3 expression is correlated with worse glioma prognosis and is elevated in BTICs allowing them to preferentially survive in the low nutrient microenvironments commonly present in GBM tumors [21]. In order to further understand the relevance of elevated GLUT3 in GBM biology, we analyzed the Ivy Glioblastoma Atlas Project database and found GLUT3 (SLC2A3), but not GLUT1 (SLC2A1), expression was significantly elevated at the leading edge of GBMs (Figure 1 a,b) [35]. A correlation between elevated GLUT3, but not GLUT1, expression and white matter tract invasion was also noted in VASARI REMBRANDT data (Figure 1 c,d) [36,39]. This opens the possibility that invasion mediated by GLUT3 could contribute to the poorer patient prognosis associated with elevated GLUT3 expression.

### Elevated GLUT3 expression promotes GBM invasion in vitro

To identify whether GLUT3 has a distinct role in cellular invasion, we overexpressed GLUT1-V5 or GLUT3-V5 cDNA using lentiviral infection in D456 and JX22 GBM patient derived xenograft (PDX) and U251 GBM cells. Expression of GLUT1-V5 or GLUT3-V5 was confirmed via qRT-PCR or western blot analysis after selection with Blasticidin S (Figure 1e, Supplementary Figure 2a). Overexpression levels of GLUT1 and GLUT3 were kept comparable to one another to limit potential dosing artifacts due to the overexpression system. To assess invasive capacity of GLUT3 or GLUT1 overexpressing cells, we utilized Boyden chamber assays with both glucose and growth-factors as chemo-attractants in the bottom well (Figure 1 f-i, Figure 2a-d,b-e). GLUT3 overexpressing cells, but not GLUT1 overexpressing cells, had significantly increased invasion compared to vector control cells in the Boyden chamber-based cell invasion assay (Figure 1f-i, Figure 2a-d, Supplemental Figure 2b-e). In D456 cells overexpressing GLUT3, invasive cell counts were elevated by at least 50% of controls (Figure 1i). Interestingly, we observed no significant differences in D456 cells in the Boyden chamber-based cell migration assay (Figure 1j). However, we did see an elevation in growth in GLUT1 overexpressing D456 cells indicating the potential for a ‘go versus grow’ phenomenon occurring in these cells (Figure 1k). These experiments were repeated in U251 cells where we obtained similar results in the invasion and migration assays. In U251 cells, GLUT3 overexpression increased invasion by 75% (Supplemental Figure 2b-e), but again we saw no differences in migration experiments (Supplemental Figure 2 f). In U251 cells, there were no differences in growth after 36 hours between the control, GLUT1 overexpressing, and GLUT3 overexpressing cells (Supplemental Figure 2g).

**Figure 2.**
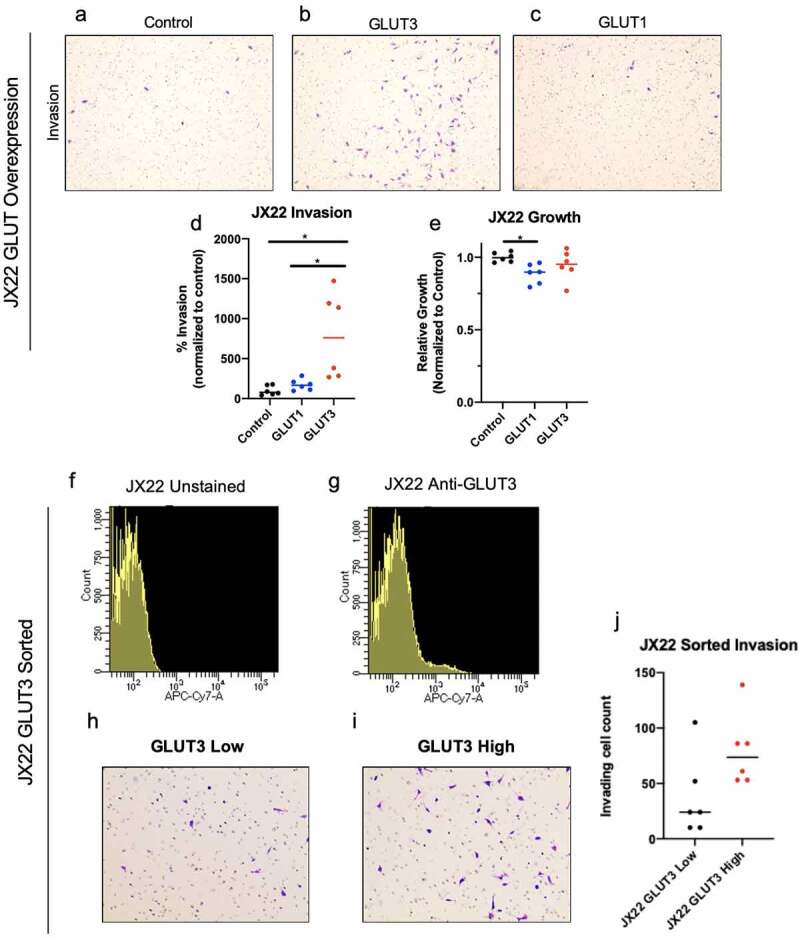
JX22 cells with elevated GLUT3 expression display increased invasion. (a-f) Representative images of JX22 GBM cell invasion inserts at 1Ox magnification exogenous GLUT overexpression (a-c) that were quantified using lmageJ (d). (e) Analysis of 0456 growth under low glucose conditions for 36 hours indicate no significant differences over a time course similar to the invasion assay. Histograms of fluorescent signal for unstained (f) or anti-GLUT3-Alexa Fluor 647 (g) JX22 cells from fluorescence-activated cell sorting. Representative images of invasion inserts for low (h) and high (i) GLUT3 expressing JX22 cells that were quantified using lmageJ. Data are average of the sum of six images per insert from two experiment for invasion (*n* = 3) and for growth results are from two experiments (*n* = 3),± sd, one-way ANOVA and Tukey’s multiple comparison test (*, *p* < 0.05)

As U251 cells are a standard GBM cell line and the D456 PDX has a proneural subtype gene signature, we also utilized PDX cells of a mesenchymal subtype, JX22, for further investigation of the role of GLUT3 in invasion. Invasion was elevated by approximately 200% in JX22 cells overexpressing GLUT3 (Figure 2a-d) and no differences in growth were observed (Figure 2e). The lack of significant growth elevation in GLUT3 overexpressing cells indicates the observed invasion phenotype is not due to a proliferation advantage in these cells. In order to assess GLUT3 mediated invasion at physiologically relevant levels of expression that would be seen in tumors, we sorted for the GLUT3^high^ population from JX22 GBM PDX cells and observed GLUT3^high^ cells also trended to be more invasive than GLUT3^low^ cells (Figure 2f-j).

### The intracellular C-terminal tail of GLUT3 is necessary to induce GLUT3-mediated invasion

The GLUT isoforms are highly homologous proteins, with GLUT1 and GLUT3 having nearly 80% sequence similarity. Comparison of GLUT1 and GLUT3 protein sequences identified two regions of non-homology near one another; one extracellular (EC) and one intracellular (the C-terminal end [CT]) (Figure 3a-c). The extracellular region is predicted to facilitate glucose recognition and binding and the intracellular region likely to facilitate protein–protein interactions. To determine if these regions may play a role in the invasive phenotype we observed, we generated chimeric proteins by swapping the GLUT1 sequence into the respective site in GLUT3 as to avoid mutations that are unstable and/or misfolded (Figure 3d). Previously, Inukai et al. utilized a similar strategy to assess apical versus basal membrane localization of GLUT1 and GLUT3 indicating that these chimeras should traffic to the membrane and be functional [40]. Following confirmation of successful expression of wildtype and chimeric proteins (Figure 3e), we assessed their invasive capacity. GLUT3-GLUT1EC had no effect on GLUT3 mediated glioma cell invasion, with cell quantification levels comparable to that of GLUT3 wildtype in D456 cells (Figure 3f,h,i). However, GLUT3-GLUT1CT attenuated glioma cell invasion, reducing invasion by over 60% compared to wildtype GLUT3 (Figure 3f,g,i). Additionally, these chimeric proteins did not alter growth in D456 cells (Figure 3 j). These results were recapitulated with JX22 (Figure 3k-n) and U251 cells (Supplementary Figure 2 h-k), suggesting the potential for this finding to be broadly applicable as these cells span two subtypes of GBM. We then performed the reciprocal experiments, utilizing a GLUT1-GLUT3CT chimeric protein (Figure 4a,b). Substitution of the GLUT1 C-terminus for that of GLUT3 elevated invasion in Boyden chamber assays compared to GLUT1 WT expressing cells, but again did not significantly alter cell growth (Figure 4 c-j). These data indicate that the C-terminal region of GLUT3 is responsible for mediating the pro-invasive phenotype observed here (Figures 3 and 4). Metabolic flux assays indicated no consistent metabolic changes that were associated with the invasive phenotype (Supplemental Figure 3). GLUT overexpression did not lead to significant changes in the rate of glycolysis indicating that glucose uptake is not a limiting factor for the cell’s glycolytic capacity. The minimal shifts in glycolytic metabolism indicate that the invasive phenotype is independent of glycolytic metabolism.

**Figure 3.**
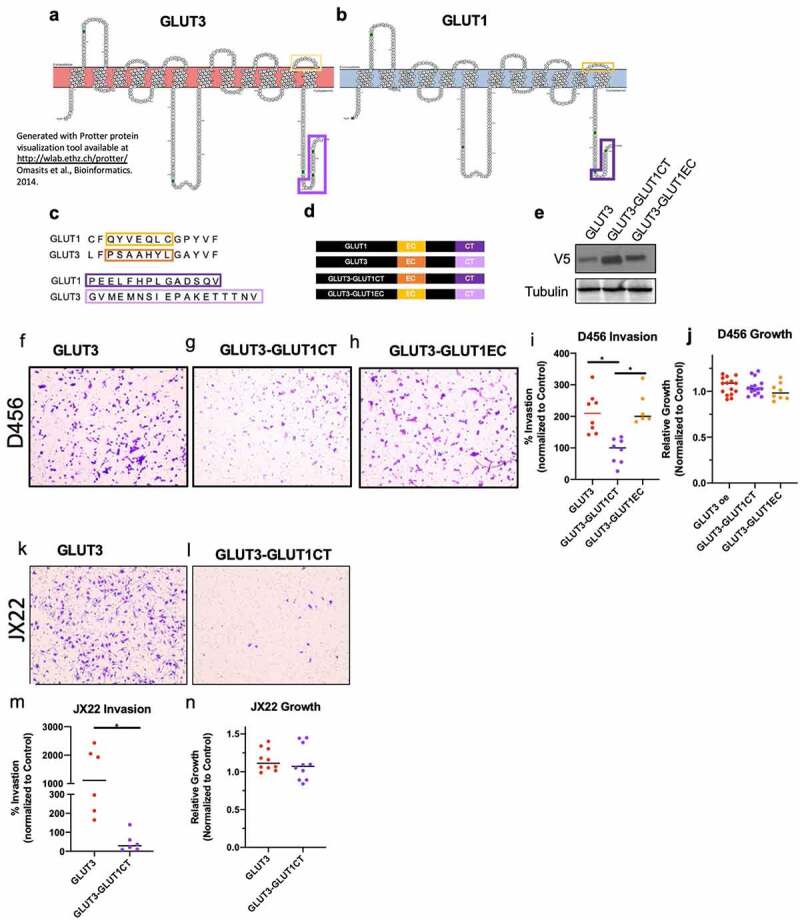
**The intracellular C-terminus, but not extracellular loop 6 is critical for GLUT3 mediated invasion**. Protein scheme of GLUT3 (a) and GLUT1 (b) highlighting regions of non-homology. (c) Sequence alignment of GLUT1 and GLUT3 protein sequences indicating regions of non-homology. (d) Schematic of GLUT3, GLUT1, and GLUT3 chimera proteins generated with immunoblotting in (e) demonstrating expression. (f h) Representative images of invasion chamber assays at 1Ox magnification with 0456 cells expressing indicated WT or chimeric proteins that were quantified using lmageJ (i). Analysis of 0456 growth under low glucose conditions for 36> hours indicate no significant differences over a time course similar to the invasion assay. (k, j) Representative images of JX22 cells expressing GLUT3 WT or GLUT3-GLUT1CT chimeric proteins Invasion assay inserts at 10x magnification which are quantified in (m). (n) Representative growth analysis of JX22 GLUT3 WT verses GLUT3-GLUT1CT chimeric protein expressing cells. Data are average of the sum of six images per insert from at least two experiments for invasion (*n* = 2–3) and for growth results are from three experiments (*n* = 3 or 4), ± sd, one-way ANOVA and Tukey’s multiple comparison test (*, *p* < 0.05)

**Figure 4.**
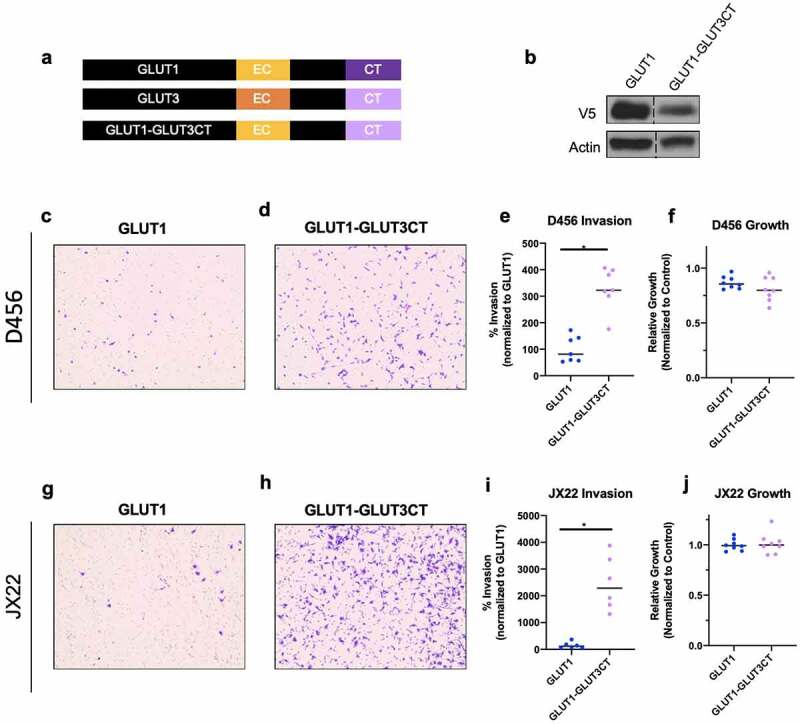
The intracellular C-terminus is sufficient to induce invasion in GLUT1 expressing cells. (a) Schematic of GLUT1 and GLUT1 chimera proteins generated with immunoblotting in (b) demonstrating expression. (c,d) Representative images of invasion chamber assays at 10x magnification with D456 cells expressing indicated WT or chimeric proteins that were quantified using lmageJ (e). (j) Determination of D456 growth under low glucose conditions for 36 hours (k,j). Representative images of JX22 cells expressing GLUT1 WT or GLUT1-GLUT3CT chimeric protein invasion assay inserts at 10x magnification which are quantified in (m). (n) 36 hour growth analysis of JX22 GLUT1 WT verses GLUT1-GLUT3CT chimeric protein expressing cells. Data are average of the sum of six images per Insert from three experiments (*n* = 2 or 3) for Invasion and for growth results are from two experiments (*n* = 4). ± sd, one-way ANOVA and Tukey’s multiple comparison test (*, *p* < 0.05)

### Extracellular matrix organization gene signature is altered in GLUT3 overexpressing D456 GBM cells

To begin understanding the molecular differences between GLUT3 and GLUT1 effects that could contribute to invasion, we performed RNA-seq analysis on control, GLUT1 overexpressing and GLUT3 overexpressing D456 GBM cells. 

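D456 cells, grown from a patient-derived GBM xenograft, carried an empty vector, GLUT1 or GLUT3, and RNA from 3 cultures of each kind was sequenced. The methods name a Norgen kit for extraction, a polyA isolation module for the total RNA and then polyA-depleted RNA as the library input, whereas the labels of the samples name TRIzol and polyA selection. The authors aligned the paired-end reads with STAR, counted them on Ensembl genes with HTSeq and deposited the raw counts without normalization. The counting did not use strand, so reads from overlapping or antisense genes are uncertain. Between 20305853 and 26000088 counts fell on genes per library. The 15163 genes with a mean raw count over 10 were tested. Counts were normalized by edgeR's TMM method, and the 9 libraries were fitted in a single model of 3 groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Values are given as CPM, which are counts scaled to the normalized library size. Genes carry the Ensembl identifiers of the count table. The methods name an Ensembl release for the conversion to gene symbols, but the paper's text does not name the genome that the reads were aligned to, so no coordinates are given.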

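The introduced transporters were examined first. SLC2A3 (ENSG00000059804), which encodes GLUT3, had 965 ± 369 CPM (SD, n = 3) in GLUT3 overexpressing cells, 81.8 ± 20.4 CPM in GLUT1 overexpressing cells and 106 ± 42.8 CPM in control cells. Its log2 fold change was 3.56 against GLUT1 overexpressing cells (standard error 0.42, adjusted p = 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.19 against control (standard error 0.41, adjusted p = 0.255 from the same edgeR test). SLC2A1 (ENSG00000117394), which encodes GLUT1, had 3579 ± 3335 CPM in GLUT1 overexpressing cells, 93.1 ± 40.0 CPM in GLUT3 overexpressing cells and 87.3 ± 36.4 CPM in control cells. Its log2 fold change was 5.36 in GLUT1 overexpressing cells against control (standard error 0.73, adjusted p = 0.405 from the same edgeR test). In every library with a transporter added, that transporter stood above all libraries of the other groups. Among the GLUT1 overexpressing libraries the highest SLC2A1 value was 6.08 times the lowest. The adjusted p of SLC2A3 against GLUT1 overexpressing cells moved most with DESeq2 on the 2 groups alone with replicate number as a block, to 9.04e-41, and ranged up to 0.422 over its 22 alternative settings. SLC2A14 (ENSG00000173262), a near-identical paralog of SLC2A3 that shares reads with it, had 0 to 7 counts per library and was below the filter.

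**Figure D1:**
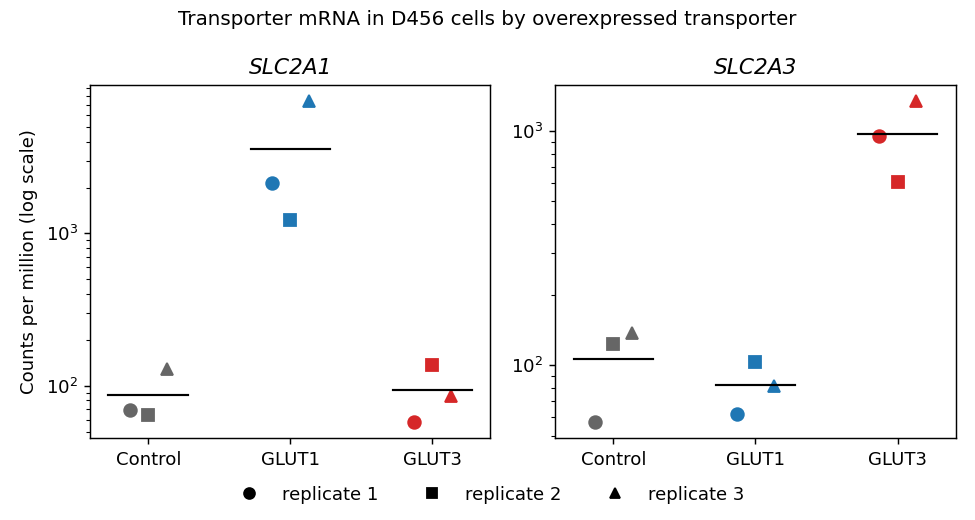
CPM of SLC2A1 and SLC2A3 (log scale) in the 3 control, 3 GLUT1 overexpressing and 3 GLUT3 overexpressing libraries. Points are libraries, shaped by replicate number, and horizontal lines are group means. Each transporter is raised in the cells that were given it.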

We used PathFindR tool to identify gene ontology (GO) terms enriched among genes dysregulated in GLUT3 compared to GLUT1 overexpressing cells. 

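At an adjusted p under 0.05 and an absolute log2 fold change above 1, 0 of the 15163 genes passed between GLUT3 and GLUT1 overexpressing cells, and 67 had an unadjusted p under 0.05. Against control, 0 genes passed in GLUT3 overexpressing cells (318 at an unadjusted p under 0.05) and 0 in GLUT1 overexpressing cells (58 at that level). The 67 became 237 without GLUT3 replicate 1, the 318 became 140 without control replicate 3 and the 58 became 198 without control replicate 2. The biological coefficient of variation between replicates was 35.7%. Without the filter on low counts the number between GLUT3 and GLUT1 overexpressing cells moved to 13. Without control replicate 1 it was 1 gene, SLC2A3. With replicate number as a block it stayed at 0, with 167 genes at an unadjusted p under 0.05. When only these 2 groups were fitted with that block, a setting chosen after the data had been seen, 3 of 15224 genes passed: SLC2A3 and MIR30A rose and SLC2A1 fell. MIR30A (ENSG00000207827) was singled out after its values were seen, and 904 of its counts came from GLUT3 replicate 3. The enrichment of GO terms with pathfindR was not analysed here.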

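HSP90B1 (ENSG00000166598), an endoplasmic reticulum chaperone, had 2038 ± 954 CPM (SD, n = 3) in GLUT3 overexpressing cells and 1444 ± 596 CPM in GLUT1 overexpressing cells, a log2 fold change of 0.50 with a standard error of 0.44. SEL1L (ENSG00000071537), a component of endoplasmic reticulum degradation, had 209 ± 89.4 CPM against 152 ± 47.6 CPM, a log2 fold change of 0.46 with a standard error of 0.37. APOE (ENSG00000130203), an apolipoprotein, had 65.5 ± 41.2 CPM against 117 ± 120 CPM, a log2 fold change of −0.84 with a standard error of 0.80. Without GLUT1 replicate 3, its log2 fold change was 0.44. Without GLUT3 replicate 2, that of HSP90B1 was 0.11 and that of SEL1L 0.094. Without GLUT3 replicate 1, they were 0.80 and 0.73. HSPG2 (ENSG00000142798), a basement membrane proteoglycan, had 20.2 ± 9.88 CPM against 31.0 ± 16.1 CPM, a log2 fold change of −0.62 with a standard error of 0.60, and −0.26 without GLUT1 replicate 1. None of these 4 differences exceeded the spread between replicates in this fit without pairs, and each had an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the edgeR fit of the 2 groups with replicate number as a block, chosen after the data had been seen, each of the 4 went one way in 3 of 3 pairs with an unadjusted p under 0.05 and an adjusted p of 1.00. The log2 fold change was then 0.47 for HSP90B1 (standard error 0.15), 0.42 for SEL1L (0.16), −0.55 for APOE (0.22) and −0.60 for HSPG2 (0.19).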

The top three enriched GO terms in GLUT3 compared to GLUT1 overexpressing cells are low-density lipoprotein particle receptor binding, extracellular matrix organization, and retrograde protein transport (endoplasmic reticulum to cytosol) (Figure 5a, Supplemental Figure 4). 

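On the first 2 principal components the 9 libraries lay in 3 sets, each with a library of every group. CD44 (ENSG00000026508) had 200.5 ± 97.3 CPM (SD, n = 3) in GLUT3 overexpressing cells and 143 ± 64.6 CPM in GLUT1 overexpressing cells, a log2 fold change of 0.49 (standard error 0.51), which was 0.028 without GLUT3 replicate 2 and 0.87 without GLUT1 replicate 2. SPP1 (ENSG00000118785) had 74.9 ± 49.9 CPM against 37.2 ± 19.6 CPM, a log2 fold change of 1.01 (standard error 0.60), which was 0.42 without GLUT3 replicate 2. SPARC (ENSG00000113140) had 1454 ± 120 CPM against 1093 ± 199 CPM, a log2 fold change of 0.41 (standard error 0.21), with every GLUT3 overexpressing library above every GLUT1 overexpressing library, and 0.27 without GLUT1 replicate 3. ITGA3 (ENSG00000005884) had 182 ± 226 CPM against 83.6 ± 60.2 CPM, a log2 fold change of 1.12 (standard error 1.02) that reversed to −0.69 without GLUT3 replicate 2. The adjusted p of each was 1.00 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Of the variance of log2 CPM, 87.4% lay between the 3 sets for CD44, 78.7% for SPP1, 88.0% for ITGA3 and 5.24% for SPARC. CD44, SPP1 and SPARC were higher in the GLUT3 overexpressing library of all 3 pairs of equal replicate number. Against control, SPARC had a log2 fold change of −0.15 in GLUT3 (standard error 0.21) and −0.56 in GLUT1 overexpressing cells (0.21). Every GLUT1 overexpressing library lay below every control library for SPARC, so its difference reflects lower values with GLUT1, not a rise with GLUT3. ITGA3 was 0.074 (1.01) and −1.05 (1.02) against control. None of these values was called. In a DESeq2 fit of these 2 groups with replicate number as a block, chosen after the data had been seen, SPP1 had a log2 fold change of 0.89 and a Benjamini-Hochberg adjusted p of 0.0199, against a range of 0.00861 to 1.00 over its 22 alternative settings.

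**Figure D2:**
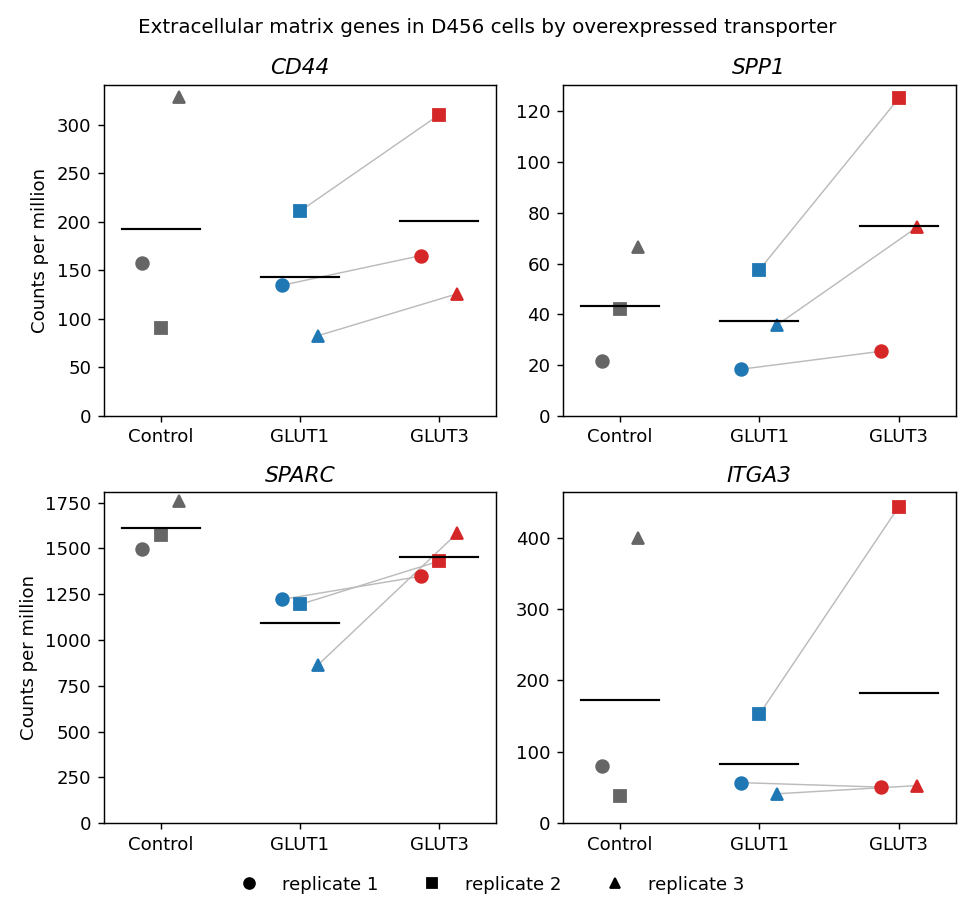
CPM of CD44, SPP1, SPARC and ITGA3 in the control, GLUT1 and GLUT3 overexpressing libraries (3 of each). Points are libraries, shaped by replicate number, horizontal lines are group means and grey lines join equal replicate numbers. The ITGA3 mean in GLUT3 overexpressing cells rests on replicate 2.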

From this analysis, we noted that multiple elevated transcripts within the extracellular matrix organization GO term, particularly, CD44, osteopontin (SPP1), SPARC, and integrin A3 (ITGA3) (Figure 5b), have been widely studied in GBM [41–48] and implicated with cancer invasion/metastasis and severity [41–48]. Evaluating the correlation between these genes using The Cancer Genome Atlas (TCGA), we determined that there is a positive correlation between SLC2A3 (GLUT3) and SPP1 (OPN) (Figure 5c), in addition to CD44 (Figure 5d), and ITGA3 (Figure 5e). The upregulation of SPP1 was validated via qRT-PCR, in which there is an over twofold upregulation of SPP1 mRNA expression in GLUT3 overexpressing D456 cells (Figure 5f). However, we did not see consistent upregulation of several other genes noted in the extracellular matrix organization GO term from the RNA-seq analysis (data not shown).

**Figure 5.**
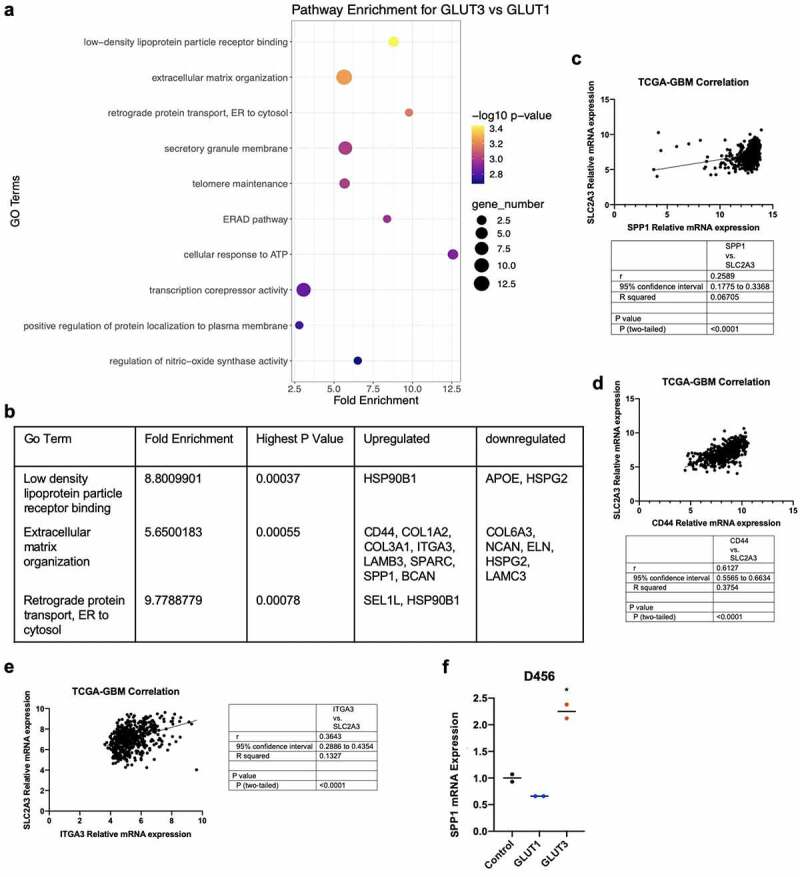
Transcriptomic analysis indicates differential regulation of extracellular matrix organization. (a) Dot plot of RNAseq data using the PathfindR package for pathway analysis to identify gene ontology pathway enrichment. (b) Top two enriched GO Terms with their enrichment scores. *p-*values, and differentially regulated genes. Co-expression of SPP1 (c}, CD44 (d), and ITGA3 (e) mRNA with SLC2A3 mRNA in the TCGA-GBM dataset. Statistical analysis performed using Pearson’s correlation. (d) qRT-PCR of SPP1 in control, GLUT1 overexpressing and GLUT3 overexpresslng 0456 cells (*n* = 2), one-way ANOVA and Tukey’s multiple comparison test (*, *p* < 0.05)

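Figure 5b lists 13 genes under extracellular matrix organization, 8 as up and 5 as down, and 16 genes over its terms. COL3A1 (ENSG00000168542), with a mean of 8.11 counts over the 9 libraries, was below the filter, which left 15, and 15 of 15 moved in the direction that the figure gives. Of the 12 extracellular matrix genes tested, 0 passed, 2 had an unadjusted p under 0.05 and 4 had an absolute log2 fold change above 1. Adjusted over the list alone, 0 passed and the smallest edgeR Benjamini-Hochberg adjusted p was 0.0700. The study chose the list on these samples, so this count is not independent evidence. The smallest p belonged to COL1A2 (ENSG00000164692, 1.39 ± 0.82 CPM against 0.37 ± 0.16, log2 fold change 1.90, standard error 0.59) and LAMC3 (ENSG00000050555, 35.4 ± 8.46 CPM against 58.3 ± 8.26, log2 fold change −0.72, standard error 0.23), whose libraries did not overlap between the groups. The other tested genes ranged from a log2 fold change of −1.51 in COL6A3, which was 0.16 without GLUT1 replicate 3, to 0.76 in BCAN, which was 0.22 without GLUT3 replicate 3, apart from CD44, SPP1, SPARC and ITGA3. With only the 2 groups fitted and replicate number as a block, 11 of 13 extracellular matrix genes had an unadjusted p under 0.05, 0 passed over all genes, 11 passed adjusted over the list alone, and 2 had an absolute log2 fold change above 1. A list of 100 genes of extracellular matrix families without those of the figure had a median log2 fold change of 0.0055 (Benjamini-Hochberg adjusted p over the 2 lists, with and without those genes, from limma: 0.974 by camera and 0.999 by the rotation test fry). This adjustment was chosen after the results were seen. Without GLUT1 replicate 2 the median reversed to −0.16 (limma's camera, adjusted p = 0.00257 over the 2 lists). The median and both tests look for a shift in one direction, so rises and falls within a list can cancel. They do not test a mix such as the figure's 8 up and 5 down. In the paired fit of the 2 groups, 14 of 115 family genes had an unadjusted p under 0.05, with 3.80 expected (Fisher's exact test, two-sided, p = 2.58e-05), but 3 of 102 once the figure's genes were left out, with 3.30 expected (Fisher's exact test, p = 1). The 115 hold the figure's genes, which the study chose on these samples, so their excess is not independent evidence. Leaving out genes chosen as changed takes low p-values out in advance. The 3 of 102 therefore cover only genes outside the figure and do not test the signature as a whole. From the terms enriched among genes dysregulated between these cells, the paper states that a gene signature of extracellular matrix organization is altered in GLUT3 overexpressing cells.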

## Discussion

Previous work has indicated a correlation between GLUT3 and cancer metastasis [29–33] that is thought to depend on the ability of GLUT3 to promote circulating tumor cell survival. However, our results indicate a direct and distinct functional role for GLUT3 in mediating cancer cell invasion that has of yet not been reported to our knowledge. This invasion phenotype was independent of changes to growth or migration, highlighting that this is not a survival advantage due to GLUT3 overexpression. Interestingly, in the D456 cells GLUT1 significantly reduced invasion while also increasing cell growth (Figure 1h,i,k). This could indicate a ‘go versus grow’ phenotype in these cells; however, this was not a broad phenomenon. There may be a subpopulation of cells with a reliance on GLUT1 for sustained proliferation. Alternatively, in U251 cells GLUT1 overexpression resulted in a slight decrease in invasion and growth (Supplemental Figure 2d,e,g) and in JX22 cells there was a nonsignificant minor elevation in invasion, but a decrease in cell growth (Figure 2c,d,e). It is possible that GLUT1 interacts with different protein than GLUT3 and that this influences cellular signaling in ways not yet fully understood. GLUT1 may interact with other proteins to actively inhibit invasion and promote other cellular processes. The lack of invasion associated with high GLUT1 expression may also account for the lack of survival differences between GLUT1 high and low expressing tumors. Very little is known regarding differential functions between the GLUT family members beyond sugar transport and this is an interesting area for future studies.

We show that the pro-invasive phenotype in GLUT3 overexpressing cells is due to its C-terminus (Figures 3 and 4). Chimeric GLUT3 in which the C-terminus was substituted with that of GLUT1 abrogated invasion (Figure 3). In converse experiments, transferring the GLUT3 C-terminal sequence into GLUT1 increased invasion (Figure 4). The overexpression of GLUT1 or GLUT3 wild type or chimeric proteins had minimal effects on glycolytic metabolic flux that did not correlate with invasive phenotype, thus indicating that the invasive phenotype is independent of glycolytic metabolism. Further studies would be required to identify alternative metabolic pathways that may be activated with GLUT3 elevation, such as changes in lipid metabolism as suggested by the RNAseq data (Figure 5). However, we believe that these differential functions may contribute to the need for multiple isoforms of GLUTs in the body, each expressed in particular tissues [13–16,49,50]. This is also highlighted by the presence of a specific GLUT1 C-terminal binding protein (GLUT1CBP) that binds a PDZ domain within the C-terminus of GLUT1 which facilitates interactions with the cytoskeleton [50]. 

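A list of 23 cholesterol synthesis genes past the filter had a median log2 fold change of −0.20 in GLUT3 against GLUT1 overexpressing cells, with 2 of 23 above 0 (camera test with Benjamini-Hochberg adjustment over 18 list and contrast pairs, adjusted p = 1.48e-05). Against control the median was −0.66 in GLUT3 overexpressing cells (camera adjusted p = 1.10e-20) and −0.42 in GLUT1 overexpressing cells (camera adjusted p = 1.54e-16), and 0 of the 23 genes were above 0 in either. In the fit without a block, none of these calls, nor any other camera call among the 18 pairs, held under the rotation test fry or with an estimated correlation between genes. For this list the fry adjusted p-values were 0.882, 0.385 and 0.444, and those with the estimated correlation 0.331, 0.116 and 0.116. With the 3 sets of libraries from the first 2 principal components as a block, a setting chosen after the data had been seen, the fry adjusted p-values of this list were 0.312, 0.0585 and 0.150. In that setting fry passed for 2 of the 18 pairs, glycolysis genes in GLUT3 and in GLUT1 overexpressing cells against control. Without control replicate 2 the median in GLUT1 overexpressing cells against control was −0.27. Without GLUT1 replicate 2 the camera adjusted p against GLUT1 overexpressing cells was 0.167. In GLUT3 overexpressing cells against control, the members with the smallest p were FDPS (ENSG00000160752, 46.5 ± 0.76 CPM against 75.3 ± 13.3, log2 fold change −0.69), MVK (ENSG00000110921, 24.1 ± 2.98 CPM against 48.3 ± 14.8), ACAT2 (ENSG00000120437, −1.10) and FDFT1 (ENSG00000079459, −0.83), all with an adjusted p of 1.00 in edgeR over all genes. Over their 20 alternative settings the adjusted p reached down to 0.0233 for FDPS, 0.00119 for MVK, 0.0210 for ACAT2 and 0.0530 for FDFT1, each in DESeq2 with the sets as a block, and up to 1.00. In that DESeq2 fit ACAT2 was called, at −1.03. With DESeq2 and the replicate block MVK too had an adjusted p under 0.05, at an absolute log2 fold change under 1.

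**Figure D3:**
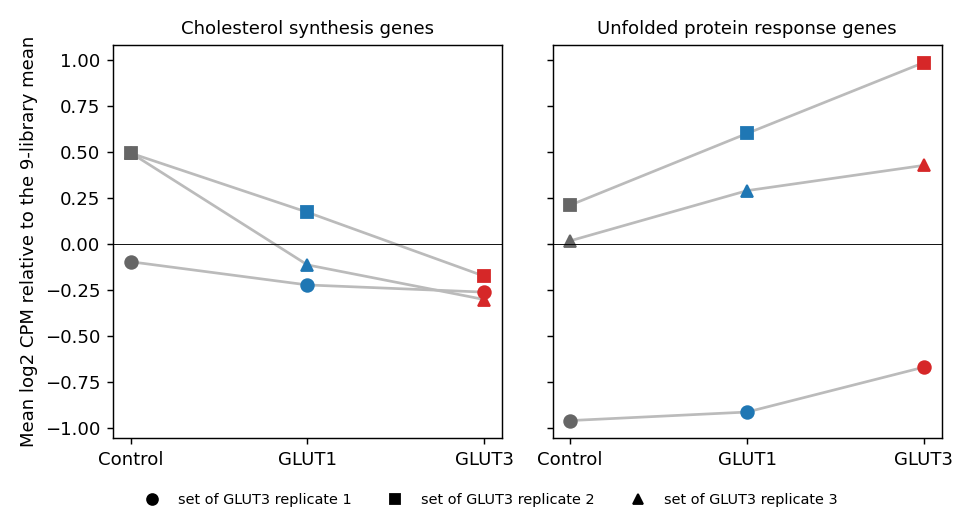
Mean log2 CPM, relative to the mean of the 9 libraries, of the cholesterol synthesis and unfolded protein response lists in each library. Lines join the libraries of a set. In all 3 sets the cholesterol list falls and the unfolded protein response list rises from control to GLUT1 to GLUT3 overexpressing cells.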

The region with which the GLUT1CBP is known to interact is not identical to the regions we replaced in our chimera proteins, indicating the potential for multiple regulatory regions within the intracellular C-terminal tail of the GLUT proteins. The report of specific interactions with the GLUT1CT indicates that this may also be true for GLUT3; however, we know of only one study to date specifically assessing differential functions of this region in GLUT3 [40]. The study by Inukai *et al*. generated GLUT1/GLUT3 chimeric proteins where 13 to 290 amino acids from the C-terminus of GLUT3 were transferred into GLUT1 [40]. The chimeric protein containing at least the final 19 amino acids of the GLUT3 c-terminus showed increased localization of GLUT1/GLUT3 chimeric protein to the apical membrane rather than the basal membrane in canine kidney epithelial cells [40]. These data suggest that there can be a specific subcellular localization for GLUT3 that contributes to its function within the cell. Interestingly, the GLUT3 C-terminus shares some homology with regions of proteins that are reported in the literature to play a role in invasion such as TNC, CD40, SPIRE1, GPR98, and PNN [51–57]. These similarities are not shared by GLUT1 indicating that there may be novel protein interactions with GLUT3 that promote invasion. Indeed, it has been reported that GLUT3 is important for trophoblast invasion for successful implantation of embryos during development [58]. Additionally, many metabolic enzymes have been reported to have functions independent of a direct role in metabolism [59–61]. For example, PKM2 is able to phosphorylate histone H3 and SREBPs in addition to its function in glycolysis [59]. Our results widen this to other proteins involved in metabolism, as GLUT3 currently has no known direct function beyond hexose transport. We believe this is an area that is of great interest and that our studies could lead to a number of intriguing findings for the differential roles of the 14 GLUT family members.

The RNA-sequencing data provide several potential avenues for further investigation to understand the impact of GLUT3 on the extracellular matrix. SPP1, one of the genes upregulated in GLUT3 overexpressing cells (Figure 5), encodes the protein osteopontin (OPN), which has been widely studied in cancers, including glioma. 

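Against control cells (43.3 ± 22.5 CPM, SD, n = 3), SPP1 had a log2 fold change of 0.79 in GLUT3 overexpressing cells (standard error 0.60, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.22 in GLUT1 overexpressing cells (standard error 0.60, adjusted p = 1.00 from the same edgeR test). The rise was 0.20 without GLUT3 replicate 2 and 1.24 without control replicate 3. SPP1 was higher in the GLUT3 overexpressing library than in the control library of every set. With the sets as a block, chosen after the data had been seen, the rise was 0.67 in edgeR (Benjamini-Hochberg adjusted p = 0.317). In DESeq2 with that block it was 0.68 (adjusted p = 0.0582). The value in GLUT1 overexpressing cells reversed to 0.23 without control replicate 3.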

OPN has been shown to mediate cell adhesion and to promote cancer invasion and metastasis [41,62,63]. 

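CD44 in GLUT3 overexpressing cells differed from control (192 ± 122.9 CPM, SD, n = 3) by a log2 fold change of 0.061 (standard error 0.51, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which became 0.15 with the sets of libraries as a block, chosen after the data had been seen, −0.40 without GLUT3 replicate 2 and 0.69 without control replicate 3. It was −0.040 with replicate number as a block, although the numbers do not pair the control libraries with the others. Figure 5 compares GLUT3 with GLUT1 overexpressing cells, where CD44 was higher in GLUT3 overexpressing cells in 3 of 3 pairs. In GLUT1 overexpressing cells the log2 fold change against control was −0.43 (standard error 0.51), and 0.20 without control replicate 3.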

OPN also interacts with CD44, another molecule shown to be upregulated in the GLUT3 overexpressing cells (Figure 5) [41,62,64]. CD44 is a hyaluronan receptor that has been implicated in regulating cell motility and adhesion to promote cancer metastasis [41,64]. Interestingly, CD44 is commonly associated with a more mesenchymal cell population posing the possibility that high GLUT3 expression induces a mesenchymal shift [65–68]. 

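A list of 22 mesenchymal genes past the filter, CD44 among them, had a median log2 fold change of 0.23 in GLUT3 against GLUT1 overexpressing cells, with 19 of 22 above 0 (camera test with Benjamini-Hochberg adjustment over the list and contrast pairs, adjusted p = 2.50e-05). Against control the median was −0.065 in GLUT3 overexpressing cells (camera adjusted p = 0.336) and −0.34 in GLUT1 overexpressing cells (camera adjusted p = 5.46e-08). Without GLUT3 replicate 2 the first median was 0.028 (camera adjusted p = 0.774), and without control replicate 3 the second was 0.22 and the third −0.051. With the sets of libraries as a block, chosen after the data had been seen, the first median was 0.22 (fry adjusted p = 0.161). In every set the list's mean score was higher in GLUT3 than in GLUT1 overexpressing cells, by 0.28 on average (SD 0.19). The members with the smallest p in GLUT1 overexpressing cells against control were LGALS3 (ENSG00000131981, log2 fold change −1.09), S100A10 (ENSG00000197747, −0.30), TGFBI (ENSG00000120708, −0.92) and CHI3L1 (ENSG00000133048, −0.97). Without control replicate 3, CHI3L1 was −0.32, and without GLUT1 replicate 3, TGFBI was −0.50. In DESeq2 with the sets of libraries as a block, chosen after the data had been seen, LGALS3, TGFBI and CHI3L1 were called and S100A10 was not. A list of 13 proneural genes had a median of 0.056 against GLUT1 overexpressing cells (camera adjusted p = 0.198), 0.092 in GLUT3 overexpressing cells against control (0.0901) and 0.048 in GLUT1 overexpressing cells against control (0.249). The first of these was −0.33 without GLUT3 replicate 1 and 0.37 without GLUT1 replicate 1. In every set of libraries the mean proneural score was highest in GLUT3 overexpressing cells. It was on average 0.19 (SD 0.18) above GLUT1 overexpressing cells and 0.29 (SD 0.28) above control. An exact permutation within sets, chosen after the results were seen, gave 12 of 216 arrangements as large (p = 0.0556). With the sets as a block the fry adjusted p-values were 0.419 and 0.220. The score is a mean over the 13 genes, and DCX (ENSG00000077279) had only 0 to 4 counts in control libraries. In GLUT3 overexpressing cells its log2 fold change was 4.65 against control and 2.03 against GLUT1 overexpressing cells, far above the list medians. The score was not computed without DCX, so its order between groups may rest on that gene. BCAN, a gene of Figure 5b, is also on the list.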

CD44 and OPN have also been linked to multiple other commonly dysregulated pathways in cancer including but not limited to WNT/beta-catenin and AKT which have also been shown to influence invasion [41,65,69]. While these data suggest that the regulation of OPN and CD44 expression by GLUT3 upregulation deserves to be studied in more depth, we recognize the limitation of these *in vitro* results. The normal brain and brain tumor extracellular matrix and cell–cell interactions are complex and the brain environment will impact cellular behaviors *in vivo*. Evaluation of the GLUT3 invasion phenotype in the context of brain extracellular matrix components including hyaluronan is critical as is evaluation in tumor-endothelial cell interactions considering GBM cells can move along existing blood vessels to invade normal brain [70]. Further analysis of the properties of such as morphology of cancer cells with GLUT3 elevation, including those of other tumor types, with different matrix substrates [71] is an important area of future investigation.

GLUT3 and GLUT1 are the most commonly elevated GLUTs in cancers, including GBM. Their high degree of homology made it incredibly interesting that GLUT3 has such a significant correlation with patient prognosis (both in terms of overall survival and metastatic free survival) that was often not mimicked by GLUT1. The fact that this neuronal glucose transporter is elevated in multiple cancers combined with the distinct invasive role described here in GBM suggests a broader role for GLUT3 in invasion and metastasis. GBM infiltration into the normal brain ultimately leads to tumor recurrence very near the tumor resection border and this recurrence leads to death in nearly all cases of the disease [5,7–12]. Due to the nature of the brain, excess tissue cannot be resected to expand tumor margins to remove more of the invasive cells. Therefore, drugs that are brain penetrant are highly attractive to improve patient survival. Understanding drivers of GBM invasion will be critical for furthering drug development to improve patient outcomes. Drugs to target GLUT3 could be better designed to inhibit molecular functions outside its role in metabolism as a means to limit potential brain toxicities, potentially by targeting the C-terminal tail or the protein interactions driving GLUT3 mediated invasion. Additionally, GLUT3 targeted therapies would be attractive for a number of other cancers that have an elevation of GLUT3 such as lung, liver, colon, head and neck, and breast cancers where high-grade survival remains poor.

## Methods

**Cells and GBM patient-derived xenografts**: GBM patient derived xenografts D456 and JX22 were obtained from Dr. Darrel Bigner at Duke University and Dr. Jann Sarkaria at Mayo Clinic. The xenolines used here have been assessed for mutation status and relative transcript levels to determine molecular subtypes. Xenografts were dissociated using papain (Worthington Biochemical Corporation) and propagated in vitro using DMEM/F12 basal media (Invitrogen) supplemented with epidermal growth factor (EGF), fibroblast growth factor, sodium pyruvate, penicillin/streptomycin, and the B27 equivalent GEM21 (Gemini Bio Products). U251 cells were obtained as a kind gift from Dr. Corinne Griguer. CSC293T cells were generated and propagated as previously described [72]. Low glucose media utilized in some experiments consists of a dilution of 1 mL of NeurobasalA (Gibco) in 9 mL of Neurobasal minus glucose (Gibco), without the addition of any supplements. Prior to plating for experiments, cells were split with Accutase (Gibco) and counted.

**Protter protein visualization for GLUT1 and GLUT3**: Using the Protter [73] online interphase GLUT1 and GLUT3 topology visualizations were generated using the UniProt accession codes GTR1_ Human and GTR3_Human, respectively. Minor stylistic changes were made to the standard generated image using the tools provided.

**Protein alignment**: Alignment of GLUT1 and GLUT3 sequences was performed using NCBI BlastP and the FASTA sequences for the Uniprot accession codes above.

**Gene overexpression**: CSC293T cells were transiently co-transfected with psPAX2, pCMV-VSVG and pLX304 lentiviral plasmids containing GLUT3 or GLUT1 (Genecopia) using FuGENE® HD Transfection Reagent (Promega) as previously reported [72,74,75]. Virus titer was determined using Lenti-X qRT-PCR Titration Kit (Takara). Addition of Blasticidin S to cell culture media was used to select cells with stable overexpression. pLX304 lentiviral plasmids were mutated to generate chimeric proteins by Bioinnovatis, Inc (Rockville, MD) and plasmids sequenced to verify the desired mutations were present.

**mRNA extraction, cDNA generation and qRT-PCR**: Total mRNA from cells after 16-hour incubation in low glucose media was harvested using TriZol (ThermoFisher) and synthesized into cDNA using the iScript™ cDNA Synthesis Kit (BioRad). qRT-PCR was performed on the generated cDNA with the SsoAdvanced™ Universal SYBR® Green Supermix (BioRad). The relative expression of GLUT1 and GLUT3 was measured using primer pairs that recognize GLUT1 or GLUT3 cDNA (GLUT1: ACAACCAGACATGGGTCCAC and GTTAACGAAAAGGCCCACAG) (GLUT3: AGCTCTCTGGGATCAATGCTGTGT and ATGGTGGCATAGATGGGCTCTTGA). Primers against SPP1 were presynthesized from BioRad for PrimePCR applications (qHsaCID0012060). The data were analyzed and normalized against ACTB (AGAAAATCTGGCACCACACC and AGAGGCGTACAGGGATAGCA) expression to determine relative expression of target genes similar to prior reports [21,76].

**Western blotting and antibodies**: Cells were harvested following 16-hour incubation in low glucose media and lysed using M-PER (Thermo Scientific). Protein concentration was determined using the BCA assay (Thermo Scientific). Prior to electrophoresis on 4–20% Tris-Glycine Mini Gels (Invitrogen), protein lysates were denatured with Novex Tris-Glycine SDS sample buffer and NuPAGE sample reducing agent (Invitrogen). Protein was then transferred to nitrocellulose membranes (BioRad) and blocked using Pierce Protein Free Blocking Buffer. Primary antibodies for Western blot: mouse anti-V5 (Invitrogen) and Rabbit anti-Actin (Sigma). (n = 3)

**Measurement of cell growth**: Cell numbers were determined using crystal violet staining and solubilization in 10% acetic acid [77]. 1 × 10^4^ cells were seeded in 96-well plates coated with Geltrex (ThermoFisher) to promote cell adhesion and allowed to recover and attach overnight. The following day, the media was changed to low glucose media and incubated for 36 hours. At the end of experiments, cells were fixed in 10% formalin overnight at 4°C, stained with 0.2% crystal violet, and then washed x3 with diH_2_O to remove excess staining solution. Crystal violet was solubilized using 10% acetic acid and read at 590 nm using the Biotek synergy H1 microplate reader.

**Flow cytometry and cell sorting**: Cells from culture or directly isolated the previous day from subcutaneous GBM xenografts were used for flow cytometry. Cells were washed with cold DMEM:F12 (Gibco) and counted. Cells were resuspended in 90 uL of DMEM:F12 per 7 × 10^6^ cells and incubated with GLUT1 (BDBiosciences) or GLUT3 antibody (Invitrogen or R&D), corresponding IgG control, or viability dye for 30 minutes or 15 minutes, respectively. Cells were sorted with the assistance of the Flow Cytometry Core at the University of Alabama at Birmingham. The top and bottom 2–8% was collected for high versus low expression and used for experiments.

**Boyden chamber invasion and migration**: 5 × 10^6^ cells were plated on Geltrex (ThermoFisher) and allowed to recover. Media was then replaced low glucose media overnight. 0.8 µm pore Boyden chamber inserts coated with reduced growth factor Matrigel (Corning) (Invasion) or non-coated (Migration) were rehydrated for 2 hours prior to plating similar to prior reports [78,79]. 1 mL of DMEM/F12 basal media (Invitrogen) supplemented with epidermal growth factor (EGF), fibroblast growth factor (FGF), sodium pyruvate, penicillin/streptomycin, and the B27 equivalent GEM21 (Gemini Bio Product) was placed in each well of a 24 well plate to be used. 2.0 × 10^4^ cells were plated in low glucose media in the Boyden chambers following rehydration in triplicate. Cells were allowed to invade for 8–16 hours or migrate for 4–8 hours depending on cell type, and then fixed with 10% formalin overnight in 4°C. Cells were stained with crystal violet, and then the inserts were washed, cleaned with diH_2_O, and imaged. Six images covering each insert were totaled by hand counting and/or ImageJ particle analysis and graphed using GraphPad Prism. All experiments were performed in duplicate with at least two technical replicates.

**Glycolytic Stress Test**: A Seahorse XFe96 Analyzer (Agilent. Santa Clara, CA) was used to perform a Glycolysis Stress Test (GST) in D456 cells as prior described [80,81]. In Brief, D456 cells were seeded (20,000/well) into a XF96 cell culture microplate in complete BTIC medium and maintained in a 5% CO2 incubator at 37°C overnight prior to the experiments. The day of the assay, media in the plate with cells was then changed to assay media (Seahorse basic DMEM with 2 mM L-glutamine, 1 mM pyruvate at pH 7.4 and 37°C) and maintained in a non-CO2 incubator at 37 °C for 1 h prior to the assay. The GST was conducted by subsequent injections of glucose (10 mM final concentration), oligomycin (1 μg/mL final concentration), and 2-deoxyglucose (2-DG; 50 mM final concentration). Experiments were performed in triplicate with six technical replicates.

**RNA sequencing analysis**: 3 × 10^6^ cells were plated on Geltrex and allowed to recover overnight. Cells were pelleted following overnight incubation with low glucose media and frozen at −80°C until RNA extraction (n = 3 per cell type). RNA extraction was performed using the Norgen Total RNA extraction kit; (Norgen cat. # 37,500, 25,720). RNA quality numbers, RIN, were measured using BioAnalyzer (Agilent) and ranged from (9.7–10 RIN). We used 1000 ng of total RNA as input to the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB cat# E7490S). PolyA depleted RNA was used as input to the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB cat# E7530S). Libraries were barcoded using the NEBNext Multiplex Oligos for Illumina (NEB cat# E7335S). We pooled all samples to achieve equal representation and sequenced on one lane of an Illumina HiSeq 2500, paired end with 50 base pairs and sequenced an average of 30.78 million reads per sample with an average mean quality score (PF) of 35.23. We processed the raw files using aRNA-pipe which implements STAR for alignment and HTSeq for the generation of count tables [82]. This approach is similar to that previously described in Boyd *et al*. [83]. The differential gene expression (DGE) and GO term enrichment analyses were analyzed in R (version 3.6.2) with RStudio (version 1.2.5033). The raw counts were variance stabilized with DESeq2’s (version 1.26.0) varianceStabilizingTransformation function [84]. These variance stabilized counts were used by the prcomp() function for Principal Component Analysis (PCA) analysis. 

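Of the variance of the variance-stabilized counts, PC1 held 48.7% and PC2 24.5%, of which 1.54% and 0.76% lay between the 3 groups. The replicate numbers held 79.8% of PC1 and 23.0% of PC2. The first set held replicate 1 of each group. The second held control 3, GLUT1 2 and GLUT3 2, and the third held control 2, GLUT1 3 and GLUT3 3. These sets held 90.0% of PC1 and 98.6% of PC2. The groups held 38.4% of PC3, which took 9.79% of the variance.

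**Figure D4:**
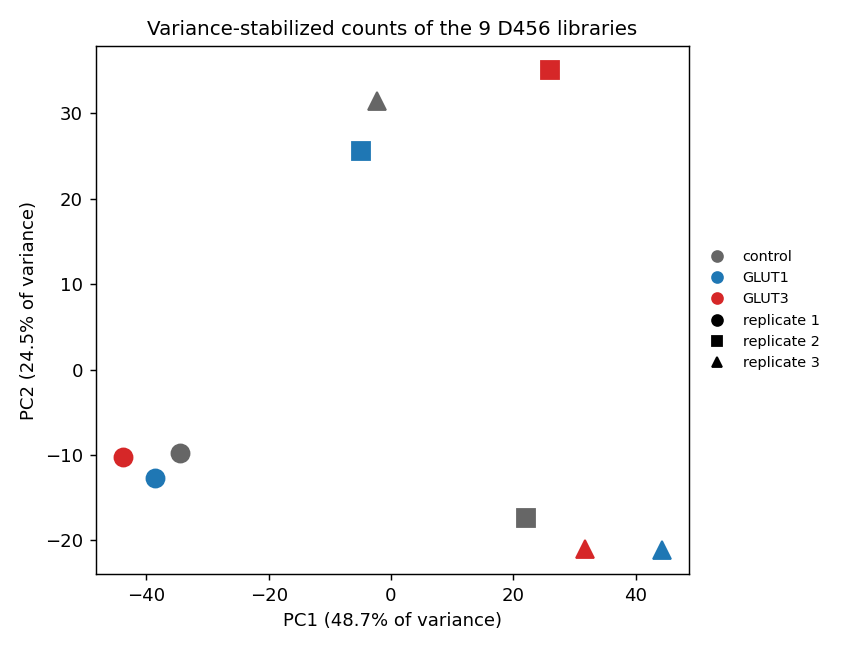
PC1 and PC2 of the variance-stabilized counts, with the percent of variance on each axis. Points are the 9 libraries, coloured by group and shaped by replicate number. They lie in 3 sets of 3, and control replicates 2 and 3 lie with libraries of the other number.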

The PCA scatterplot of PC1 and PC2 showed a batch effect (Supplemental Figure 5). 

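The paper's text does not name which libraries form the batches. Within these sets, correlation of the libraries' deviations from their group mean averaged 0.664, against 0.294 by replicate number. With the sets as a block, a setting chosen after the data had been seen, the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 3 genes between GLUT3 and GLUT1 overexpressing cells, with 475 at an unadjusted p under 0.05, and 4 in GLUT3 overexpressing cells against control, with 1487 at that level: MIR30A, NTRK2, SLC2A3 and IGHG1. In GLUT1 overexpressing cells against control it called 0, with 517 at an unadjusted p under 0.05.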

The DESeq2 design formula for analyzing differentially expressed genes between GLUT1 and GLUT3 included the experimental groups and this batch effect. Other DESeq2 parameters were at default values. Genes with raw counts average lower than or equal to 10 were excluded in the DESeq2 analysis. Based on the DESeq2 results, genes with an adjusted p-value less than 0.05 and an absolute log_2_ fold change greater than 1.0 were considered significant. 

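With these thresholds, DESeq2 at default settings without a batch term called 2 genes between GLUT3 and GLUT1 overexpressing cells, SLC2A3 and SLC2A1. Against control it called 6 genes in GLUT3 and 1 in GLUT1 overexpressing cells. With replicate number as a batch term these counts were 2, 15 and 1. With only the 2 groups fitted, DESeq2 called 6 genes with that batch term: SLC2A1, STMN2, LY6H, SLC2A3, LGALS3 and DLK1. With the sets as the batch term it called 4, 45 and 7, the 4 being PTPRU, SLC2A1, SLC2A3 and LGALS3. These last 2 settings were chosen after the data had been seen. The extracellular matrix genes of Figure 5b were outside every one of these lists between GLUT3 and GLUT1 overexpressing cells. COL1A2 and COL3A1 had no adjusted p in the DESeq2 fit of the 2 groups, so they could not be called there.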

We converted Ensembl IDs to gene symbols with the R packages ENSDB.Hsapiens.v75 (version 2.99.0) and AnnotationDBI (version 1.48.0) [85,86]. Gene symbols with adjusted p-values and log_2_ fold change values from DESeq2 were used as input for the pathfindR R package (version 1.4.2) [87] to assess gene enrichment by Gene Ontology (GO) terms. We used default parameters for the run_pathfindR function with the exception of the gene_sets parameter which was set to ‘GO-ALL’. This analysis produced an enrichment chart of the top enriched GO terms and a table of all enriched GO terms. The RNA sequencing data are deposited in GEO: GSE148739.

**Data Set analysis**: SLC2A3 gene expression and tumor site data were downloaded from Oncomine [37,38] for Bittner Ovarian, Tsuji Colon and Cromer Head and Neck cancer datasets to assess expression in primary versus metastatic lesions. SLC2A3 expression data were downloaded from the IVYGAP [35] data to assess the expression of SLC2A3 in various histological regions. TCGA-GBM SPP1 and SLC2A3 gene expression data were downloaded from gliovis [88] and plotted to assess expression correlation. VASARI (Visually AceSAble Rembrandt Images) data were downloaded from The Cancer Imaging Archive (TCIA). Data consisted of scores from three radiologists on the full VASARI feature set, including deep white matter invasion (feature number f21). Data from 18 glioblastoma patients that also had REMBRANDT mRNA expression data (Affymetrix GeneChips) were analyzed for GLUT3 expression (probe 202499_s_at), GLUT1 expression (probe 201249_at) and the presence of deep white matter invasion as determined by at least one of the three VASARI radiologists.

## Supplementary Material

Supplemental Material Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

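RNA from D456 cells with an empty vector (control), GLUT1 or GLUT3 was sequenced, with 3 libraries per group and 9 in all. The authors aligned the reads with STAR and counted them with HTSeq through aRNA-pipe, and they deposited raw counts per Ensembl gene in a table of 57905 genes, without normalization. Gene symbols were matched for 51996 of these genes. The 5909 others held between 0.785% and 1.14% of the counts of a library. Totals per library lay between 20305853 and 26000088, with medians of 23598658 in control, 22572009 in GLUT1 and 21961817 in GLUT3 overexpressing cells. Mitochondrial genes took between 10.5% and 18.7% of the counts. GC content and length came from GENCODE transcripts on GRCh38 and served only to remove trends.

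All values were computed in R 4.3.3. Genes with a mean raw count over 10 were kept, as in the paper's methods. Counts were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change is the value divided by the square root of its F statistic, and is approximate. The common dispersion was 0.128, with 3.94 prior degrees of freedom. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, from limma 3.58.1. The lists were families of extracellular matrix genes, mesenchymal and proneural genes, glycolysis, cholesterol synthesis, the unfolded protein response, proliferation and glucose sensing. Of the last, only ARRDC4 was matched and past the filter, so it is given as a gene. Variance-stabilized counts came from DESeq2 1.42.0, which also gave alternative tests.

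The comparisons, lists, tests, main settings and most alternatives were fixed before the data were examined. The genes named are those of Figure 5b, the transporters, at most 4 members of a list with the smallest p, and per contrast the called genes with a mean count of at least 50 and no overlap between groups, of which there were 0. Any other gene named was chosen after its values were seen. Alternatives were the DESeq2 size factors, no filter, a minimum of 10 counts in every library, only the 2 groups compared, the replicate number or a principal component in the model, library sizes without SLC2A1 and SLC2A3, DESeq2, and each library left out in turn. After the data had been seen, 4 were added: edgeR and DESeq2 on the 2 groups with the replicate block, and edgeR and DESeq2 with the sets of libraries from PC1 and PC2 as a block.

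Replicate numbers were checked for pairing by correlating deviations from the group mean across genes, which are not independent replicates. Between GLUT3 and GLUT1 overexpressing cells, equal numbers correlated at 0.84, 0.44 and 0.75, and the largest correlation of unequal numbers was 0.20. The fit was tested on simulated data with 200 of 15163 genes changed by a log2 fold change of 2. With no sets in the simulation, 154 were recovered (77.0%) with 4 false calls. With sets simulated as in these libraries, 143 were recovered (71.5%) with 0 false calls, and 0.448% of the unchanged genes had an unadjusted p under 0.05. With the sets as a block, 197 were recovered with 10 false calls. These shares do not give the power in the real libraries. The changed genes were many, had a mean count of at least 50 and moved far, and Benjamini-Hochberg adjustment is less strict when many genes change. In the real fit without a block, SLC2A3 was not called at a log2 fold change of 3.56 against GLUT1 overexpressing cells (edgeR adjusted p = 0.113). The GO enrichment was not analysed here, and TCGA and qRT-PCR data were not used here.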

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

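The tests of the order within sets, of shared controls and of transgene level were chosen only after the results were seen, whereas the tests on gene length and GC content were not. Each list below moved against control in a comparison that the paper does not report, and every call comes from camera with Benjamini-Hochberg adjustment over 18 pairs. As given above, none held under fry or an estimated correlation in the fit without a block, and only glycolysis passed under fry with the sets of libraries as a block. The comparisons of GLUT1 and GLUT3 overexpressing cells with control share the 3 control libraries.

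Cholesterol synthesis genes had a median log2 fold change of −0.66 in GLUT3 and −0.42 in GLUT1 overexpressing cells against control. The order of the 3 groups was the same in 3 of 3 sets. Each set held a library of every group, so differences between the sets fall alike on the groups. The order therefore does not test such differences as a cause. The score of the list differed between groups by an exact permutation within sets in 6 of 216 arrangements (p = 0.0278, the smallest these permutations can give, and Benjamini-Hochberg adjusted p = 0.0833 over 6 lists). Gene length and GC content are argued against in GLUT3 overexpressing cells, where the median was −0.70 once the trend on both was removed. The difference from GLUT1 overexpressing cells, which uses no control library, averaged −0.19 over the sets and was below 0 in 3 of 3, which argues against shared control libraries for that part. The difference of GLUT1 overexpressing cells from control, −0.35, cannot be told apart from control libraries that happened to be high, because these were the only control libraries used here. A response of the cells to either transporter stays open, and may be stronger with GLUT3.

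Unfolded protein response genes had a median of 0.54 in GLUT3 (camera adjusted p = 3.73e-08) and 0.30 in GLUT1 overexpressing cells (adjusted p = 0.000350). The fry adjusted p with the sets as a block was 0.0570 in GLUT3 and 0.184 in GLUT1 overexpressing cells. The list holds HSP90B1 and SEL1L, which the study picked from these libraries. In GLUT3 overexpressing cells against control their log2 fold changes were 0.86 (standard error 0.44) and 0.91 (0.38). Neither was called in the fit without a block. Over their 20 alternative settings the adjusted p reached down to 0.0179 for HSP90B1 and 0.00649 for SEL1L. The group order was the same in 3 of 3 sets, as for cholesterol synthesis, with 6 of 216 arrangements as large (exact permutation p = 0.0278). With the trend on gene length and GC content removed, which was done for GLUT3 overexpressing cells only, their median was 0.48. Transgene mRNA dose is argued against as the whole cause: the mean CPM of SLC2A1 in GLUT1 overexpressing cells was 3.71 times that of SLC2A3 in GLUT3 overexpressing cells, yet the list was higher in GLUT3 than in GLUT1 overexpressing cells by 0.26 on average within the sets. The ratio was 1.73 without GLUT1 replicate 3, and within the sets it was 2.24, 2.02 and 5.51, above 1 in 3 of 3, while the list was higher with GLUT3 in 3 of 3. Reads that SLC2A3 shares with SLC2A14 may have been lost in counting, which would make these ratios too high. The argument on dose holds only if that loss was smaller than the ratios. In the fit without sets, the median of the list against GLUT1 overexpressing cells was 0.29, which reversed to −0.070 without GLUT3 replicate 2 and was 0.020 without GLUT1 replicate 1. Protein levels were not measured in these libraries. The median in GLUT3 overexpressing cells was 0.23 without GLUT3 replicate 2 (adjusted p = 0.0913), and that in GLUT1 overexpressing cells was 0.068 without control replicate 1. A response to membrane protein load may be part of this, and was not tested.

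Glycolysis genes had a median of −0.25 in GLUT3 (camera adjusted p = 6.05e-06) and −0.25 in GLUT1 overexpressing cells (adjusted p = 3.21e-07). GLUT3 overexpressing cells were below control in 3 of 3 sets, which does not test differences between the sets, for the reason given above. The median was −0.12 without control replicate 1 in GLUT3 and −0.11 without GLUT1 replicate 3 in GLUT1 overexpressing cells. With the trend on gene length and GC content removed, the median in GLUT3 overexpressing cells was −0.25. This was computed for GLUT3 overexpressing cells only. The score test within sets gave 24 of 216 arrangements as large (exact permutation p = 0.111). With the sets as a block, a setting chosen after the data were seen, the fry adjusted p was 0.0440 in both comparisons. ALDOC (ENSG00000109107) had the smallest p in GLUT3 overexpressing cells, with a log2 fold change of −1.11. It was called with DESeq2 and the replicate block, at −1.05 (adjusted p = 0.0247, from 0.000576 to 1.00 over its 20 alternative settings). It was followed by ALDOA (−0.49), PFKP (−0.55, and −0.26 without control replicate 3) and PKM (−0.48).

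Mesenchymal genes had a median of −0.34 in GLUT1 overexpressing cells, −0.33 with the trend on gene length and GC content removed. The fry adjusted p with the sets as a block was 0.0851. The list was below control in 3 of 3 sets, which again does not test differences between the sets. Of 216 arrangements, 12 were as large (exact permutation p = 0.0556). Without control replicate 3 the median was −0.051. Proliferation genes had a median of −0.18 in GLUT3 overexpressing cells (camera adjusted p = 0.0410), and −0.062 in GLUT1 overexpressing cells (adjusted p = 0.300). Against GLUT1 overexpressing cells their median was −0.15 (adjusted p = 0.0782), and 0.26 without GLUT1 replicate 1. The median in GLUT3 overexpressing cells against control was 0.13 without control replicate 1 and 0.051 without GLUT3 replicate 3, and 60 of 216 arrangements were as large (exact permutation p = 0.278). The score of the list was below control in GLUT3 overexpressing cells in 3 of 3 sets, by 0.19 on average (SD 0.19). With the sets as a block the median in that comparison was −0.24 (fry adjusted p = 0.278). No technical explanation was tested for the proliferation list.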

How the results depend on the processing

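The 4 settings named as added after the data were seen are the fits of the 2 groups with the replicate block and those with the sets of libraries as a block. The values below cover 72 results under 27 alternatives, and the cause was not tested unless stated.

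Without the filter, the genes called moved to 13 between GLUT3 and GLUT1 overexpressing cells, 78 in GLUT3 and 24 in GLUT1 overexpressing cells against control. SLC2A3 was then called at 3.56 and 3.19, SLC2A1 at −5.25 and 5.33, and the proneural list at 0.15 and 0.11. With at least 10 counts in every library, the extracellular matrix families reversed to −0.051, and to −0.050 with the genes of Figure 5b. With only the 2 groups compared, the proliferation list passed at −0.15 between GLUT3 and GLUT1 overexpressing cells. It also passed at −0.15 with the replicate block and at −0.14 with a principal component in the model, where the list no longer passed in GLUT3 overexpressing cells against control, at −0.19 beside −0.18 without that component, and the proneural list in GLUT1 overexpressing cells reversed to −0.0056.

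The numbers do not pair the control libraries with the others: equal numbers correlated at 0.64, −0.06 and −0.31 with GLUT3 and at 0.84, −0.28 and −0.22 with GLUT1 overexpressing libraries. With the replicate block CD44 in GLUT3 overexpressing cells against control reversed to −0.040, and the extracellular matrix families to −0.0083. DESeq2 without a batch term called 2, 6 and 1 genes, with SLC2A3 at 3.57 and 3.20 and SLC2A1 at −5.26 and 5.36. With the replicate block DESeq2 called 2, 15 and 1, with SLC2A3 at 3.57 and 3.26, SLC2A1 at −4.92 and 5.16, and CD44 against control at −0.036.

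Under fry, and under camera with an estimated correlation, each of the 11 list calls of the fit without a block no longer passed, with its median unchanged by construction: 0.23, −0.20 and 0.29 for the mesenchymal, cholesterol synthesis and unfolded protein response lists against GLUT1, then −0.25, −0.66, 0.54 and −0.18 for glycolysis, cholesterol synthesis, unfolded protein response and proliferation in GLUT3 overexpressing cells against control, and −0.34, −0.25, −0.42 and 0.30 for mesenchymal, glycolysis, cholesterol synthesis and unfolded protein response in GLUT1 overexpressing cells.

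Among the added settings, edgeR on the 2 groups with the replicate block called 3 genes, with SLC2A3 at 3.52 and SLC2A1 at −4.96. The extracellular matrix families reversed to −0.020 and, with the genes of Figure 5b, −0.0082, and the proliferation list passed at −0.14. DESeq2 on the 2 groups called 6, with SLC2A3 at 3.53 and SLC2A1 at −4.96. With the sets as a block edgeR called 3 and 4 genes, with SLC2A3 at 3.58 and 3.26 and SLC2A1 at −5.18. The extracellular matrix families reversed to −0.018 and −0.010, and the proliferation list passed at −0.13. DESeq2 with the sets called 4, 45 and 7, with SLC2A3 at 3.59 and 3.27 and SLC2A1 at −5.18 and 5.22.

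Across the 9 fits that each left out one library, the genes called between GLUT3 and GLUT1 overexpressing cells ranged from 0 to 1 and SLC2A3 from 3.25 to 3.81. The extracellular matrix families ranged from −0.17 to 0.11, and with the genes of Figure 5b from −0.16 to 0.13. Against GLUT1 overexpressing cells the medians ranged from 0.028 to 0.45 for mesenchymal, from −0.33 to 0.37 for proneural, from −0.19 to 0.038 for glycolysis, from −0.22 to −0.14 for cholesterol synthesis, from −0.070 to 0.56 for unfolded protein response and from −0.54 to 0.26 for proliferation genes. In GLUT3 overexpressing cells against control they ranged from −0.30 to 0.22 for mesenchymal, from −0.38 to 0.38 for proneural, from −0.36 to −0.12 for glycolysis, from −0.82 to −0.47 for cholesterol synthesis, from 0.23 to 0.82 for unfolded protein response and from −0.59 to 0.13 for proliferation genes. In GLUT1 overexpressing cells they ranged from −0.46 to −0.051 for mesenchymal, from −0.20 to 0.31 for proneural, from −0.40 to −0.11 for glycolysis, from −0.54 to −0.27 for cholesterol synthesis, from 0.068 to 0.64 for unfolded protein response and from −0.43 to 0.28 for proliferation genes. Of single genes against GLUT1, COL6A3 ranged from −2.01 to 0.16, APOE from −1.46 to 0.44 and ITGA3 from −0.69 to 1.88. Against control, CD44 ranged from −0.40 to 0.69 and APOE from −1.21 to 0.38 in GLUT3 overexpressing cells, and SPP1 from −0.65 to 0.23 and CD44 from −0.81 to 0.20 in GLUT1 overexpressing cells. The share of PC1 between groups was 2.71% with log2 CPM and 3.40% with the 500 genes of largest variance. Of the values of components and of single genes other than SLC2A1 and SLC2A3, which are given above, 733 kept their direction and their side of the threshold, 12 reversed as given, 6 became stronger and 2 moved. Genes at an unadjusted p under 0.05 ranged from 43 without control replicate 3 to 237 without GLUT3 replicate 1 between GLUT3 and GLUT1 overexpressing cells. Against control they ranged from 140 without control replicate 3 to 715 without control replicate 2 in GLUT3 overexpressing cells, and from 28 to 198 without the same libraries in GLUT1 overexpressing cells. Depth limits COL3A1 and SLC2A14, which were below the filter over the 9 libraries. COL3A1 passed the filter over the 6 libraries of GLUT1 and GLUT3 overexpressing cells and was tested there with the replicate block (log2 fold change 2.19, standard error 0.54, edgeR adjusted p = 1.00). Without the filter it was called in GLUT3 overexpressing cells against control, where control libraries had 0 to 2 counts. COL1A2, with 2 to 3 counts in control libraries, was called in the same comparison without the filter and in DESeq2 with the sets as a block.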

Differences from the paper's values

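Figure 5b lists about 8 extracellular matrix genes as up and about 5 as down, read by eye, in GLUT3 against GLUT1 overexpressing cells. Here 0 were called up and 0 down, with 2 of 12 at an unadjusted p under 0.05 in the fit without a block. Only 4 of the 12 had an absolute log2 fold change above 1, so the others could not be called at any p. The paper's model held a batch term, and its text does not say that the figure's genes passed both thresholds. The 2 counts may therefore rest on unlike thresholds. The edgeR fit of the 2 groups with the replicate block was chosen after the data had been seen. In it 11 of 13 had an unadjusted p under 0.05, 11 passed adjusted over the list alone and 0 passed over all genes. None of the alternatives set before the data were examined closed the gap. DESeq2 on the 2 groups with the replicate block, and DESeq2 with the sets as a block, were both chosen after seeing the values. In these fits SPP1 alone of these genes had an adjusted p under 0.05 (0.0199 and 0.00861). Its log2 fold changes were 0.89 and 0.90, under the threshold of 1. COL1A2 (log2 fold change 1.80) and COL3A1 (2.45) had no adjusted p in the first fit, so they could not be called there. In that fit the largest unadjusted p of the figure's extracellular matrix genes was 0.0423. The study chose this list on these samples.

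The paper states that the added transporters were kept at comparable levels, measured by other assays. In these libraries the mean CPM of SLC2A1 in GLUT1 overexpressing cells was 3.71 times that of SLC2A3 in GLUT3 overexpressing cells, and 1.73 times without GLUT1 replicate 3. Both ratios would be too high if reads that SLC2A3 shares with SLC2A14 were lost in counting, which was not tested.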

Other observations

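The tests of the sets by mitochondrial share, of exchanged replicate labels, of MIR30A and of splits of 6 libraries were chosen only after the results were seen, whereas those on library size, gene length and GC content, paired splits and simulated data were not.

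The 3 sets of libraries were formed without mitochondrial genes as well as with them. The share of counts on mitochondrial genes followed them, from 10.5% to 13.0% in the first set, 14.2% to 15.3% in the second and 16.9% to 18.7% in the third, and ranked 1 among the 36 assignments of libraries to sets with a library of each group. This fits a batch shared by 1 library of each group, such as a day of culture, which may also be a difference in the state of the cells. Total counts ranked 1 of 36 too. Library size is argued against as the cause, because the mean correlation within sets was 0.663 with every library thinned to 20305853 counts, with the sets unchanged. Gene length and GC content are argued against, because it was 0.725 with their trend removed. Control replicates 2 and 3 lay with replicates 3 and 2 of the other groups, at a mean correlation of 0.617. Whether their labels were exchanged or the numbers never named a shared batch cannot be told apart, because no label ties a number to a culture.

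Between GLUT3 and GLUT1 overexpressing cells, 8 of the 10 splits of the 6 libraries gave as many genes at an unadjusted p under 0.05 as the real 67. In GLUT3 overexpressing cells against control 8 of 10 splits gave as many as the real 318, and in GLUT1 overexpressing cells against control 7 of 10 gave as many as the real 58. The real number of calls was 0 in each comparison, so the calls of other splits decide nothing. With 10 splits no share under 0.1 could be reached. The split of GLUT1 1, GLUT1 2 and GLUT3 1 from the rest, which follows PC1, gave 657 calls. In the paired fit of the 2 groups, 3 of the 4 splits that part all pairs gave as many genes at an unadjusted p under 0.05 as the real 503, and 1 of 4 as many calls as the real 3. The others gave 318, 1797 and 630 such genes.

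With the sets as a block, the real sets gave more calls in both comparisons with GLUT3 than any other of the 36 assignments, and 0 calls in GLUT1 overexpressing cells against control, with 517 genes at an unadjusted p under 0.05. In 20 simulations without sets or group effects, the best assignment gave at most 2 calls and 729 genes at an unadjusted p under 0.05 in GLUT3 overexpressing cells against control, against 4 and 1487 observed. The 4 hold the added SLC2A3, and the simulated genes varied independently, with a mean correlation within the best assignment of at most 0.0154. How much of the rise comes from fitting the sets to the same data therefore cannot be told apart from a better fit. MIR30A, called in that fit, fits a signal of one library, since 99.8% of its GLUT3 counts were in GLUT3 replicate 3. ARRDC4 (ENSG00000140450), a glucose-sensing gene, had log2 fold changes of −0.27 between GLUT3 and GLUT1 overexpressing cells, 0.26 in GLUT3 and 0.53 in GLUT1 overexpressing cells against control, all with an edgeR Benjamini-Hochberg adjusted p of 1.00.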
